A study of Mus musculus with 48 samples. Its data were reported in "Time-Course Analysis of Brain Regional Expression Network Responses to Chronic Intermittent Ethanol and Withdrawal: Implications for Mechanisms Underlying Excessive Ethanol Consumption" (2016).

How the data were processed

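Gene expression was measured in the hippocampus (HPC) of 48 male C57BL/6J mice, with 1 array per mouse and 6 mice in each of 8 groups. Chronic intermittent ethanol (CIE) mice breathed ethanol vapor at 10 to 13 mg per litre of air for 16 h a day over 4 days, then spent 7 days without ethanol, and completed 4 such cycles. Each cycle began with an injection of ethanol at 1.6 g/kg and of pyrazole, a blocker of ethanol breakdown, at 1 mmol/kg. Control (Ctrl) mice breathed air and received saline and pyrazole.

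RNA was hybridised to Affymetrix Mouse Genome 430 2.0 arrays, on which a probe set combines several short probes for 1 transcript. The deposited values are log2 expression values made by the authors with robust multi-array average (RMA). By the study's methods, arrays of one hybridization batch were background corrected and quantile normalized together, every array then went through quantile normalization again, and ComBat removed the batch. The versions of the authors' tools are not given in the sources used here. The values were used as deposited, with no further normalization and no filter on dim probe sets. No label gave the hybridization batch. The number of arrays limits the precision of each value.

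Probe sets were named from the platform annotation: of the 45037 analysed, 34945 had 1 gene symbol, 932 had several and 9160 had none. Comparison with RefSeq gene names led to 0 updated symbols. No gene was named from a probe set with several symbols, and no genome was used, so no positions are given. Gene counts and gene lists used 1 probe set per gene, the one with the highest mean among those with a single symbol, which gave 18193 genes. Of 108 gene results named, 58 had further probe sets of the gene, and in 2 the gene was not called while another of its probe sets was, with 0 called in opposite directions. Probe sets of the _x_at type, whose probes can be shared by related genes, were used only where a gene had no other.

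All 48 arrays entered 1 limma model (version 3.58.1, R 4.3.3) with a mean per group, and moderated tests were made with lmFit and eBayes. The comparisons were CIE minus Ctrl at each time, a moderated F over those 4 contrasts, the difference of the CIE effect between each of the 6 pairs of times, and Ctrl mice at the later times against Ctrl mice at 0 h. P-values were adjusted by the Benjamini-Hochberg method over all probe sets of a comparison, and a probe set was called at a false discovery rate (FDR) of 0.01 or less. Errors of log2 differences are the model's standard errors (SE), a bare number after an SE is an adjusted p, and group values are means ± SD over 6 mice. All tests were two-sided. A gene list was tested with limma's camera at a preset correlation of 0.01, with adjustment over 48 lists at 4 times and a call at 0.05 or less. As this takes genes as nearly independent, each list was also tested with a correlation estimated from the data and with fry, a rotation test of the list by itself. The mean of each list was also compared by an exact permutation test over the 924 arrangements of the 12 mice of a time, whose smallest p is 0.00216. Within a list, p-values were also adjusted over the list alone and counted at 0.05 or less, where a call over all probe sets needs 0.01.

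The design, the tests, the 31 gene lists, the 17 lists of cell type and tissue markers, most processing alternatives and the rule for named genes were set before the data were examined. By that rule, the text names up to 8 genes with the highest and 8 with the lowest log2 change past the threshold at each time, up to 4 members with the smallest p of each list that was called or held several called members, 10 genes called the same way at 0 h and 7 d, up to 8 members of the 2 lists named by the study, and up to 8 clock genes in the Ctrl comparison. At most 2 unnamed probe sets per direction are given. The named genes are a part of those the rule gives. The 2 lists named by the study are chromatin genes of a module, and 21 of 27 hub genes given as candidates (6 under clone names or older symbols were left out and added only afterwards) together with 4 genes named from its magenta and 3 from its yellow module. Globin probe sets, Malat1, other probe sets of named genes, single interferon scores of mice and the tests described as chosen afterwards fall outside the rule and were chosen after their values were seen.

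Hybridization sets were sought in the values themselves, after these were seen. Quantile normalization within a batch leaves exactly equal values on arrays of that batch, so arrays that shared at least 5 values equal within 1e-08 were joined. This placed 47 arrays in 6 sets, with at least 10 shared values within a set and at most 1 between sets. Each set held 1 mouse of each group, except that 1 set had no Ctrl mouse of 0 h. The array of Ctrl mouse 2 at 0 h lay in no set, and its values were written with at most 6 decimals where the others had 9. Each comparison was repeated with the sets as a block on the 47 arrays and looked at within each set.

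Alternatives were a fit of only the 12 arrays of a time, eBayes with trend and robust settings, array weights, a filter on dim probe sets, quantile normalization again, median centring, 2 or 5 residual principal components as covariates, FDR at 0.05, a minimum fold change, and leaving out each mouse of a time in turn. Those added after seeing the data were the sets as a block, the fit without the array outside the sets (planned for the 0 h count and the genes named at 0 h), the fit without Ctrl mice 18 and 22 at 7 d, regional marker scores or those of random lists as covariates, pairs of mice left out at 7 d, list tests without each mouse of a time, Malat1 compared between times, and the exact permutation test of list means. Group labels were reassigned in 100 splits per result. These splits and the 924 arrangements exchange mice freely across sets, so the counts were also compared with labels exchanged within sets only, with the block in the fit (32 splits, 16 where a set lacked a group, or 100 drawn), and list means with the 64 or 32 arrangements within sets, whose smallest p is 0.0312 or 0.0625. On simulated data with the real means and spread, the model found 73%, 75%, 72% and 63% of 100 probe sets changed by 0.5 on the log2 scale at 0 h, 8 h, 72 h and 7 d among 45037 probe sets, and 97%, 97%, 98% and 100% of 100 changed by 1. False calls numbered 3, 5, 0 and 0. A simulated shift of 0.3 in 28 genes at 8 h was called by camera among 48 lists of 18193 genes, with 0 calls of other lists or times. A planned check of RNA integrity was not run, because no array control probe set was among those analysed here. Network modules were not rebuilt. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.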

Results

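Hippocampal gene expression was measured in 48 male C57BL/6J mice after 4 cycles of chronic intermittent ethanol vapor (CIE) or of air (Ctrl). Tissue was taken 0 h, 8 h, 72 h or 7 d after the last session, from 6 CIE and 6 Ctrl mice at each time, with 1 array per mouse. Each array gave log2 expression for 45037 probe sets, and those with a single gene symbol covered 18193 genes. Array medians lay between 6.601 and 6.627, and correlations between arrays over probe sets lay between 0.974 and 0.998. Each mouse carried its own number in the labels, so group spreads are those between animals.

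The first question was which genes CIE changed at each harvest. Genes that respond to glucocorticoids and genes of antigen presentation rose in CIE mice at 0 h and 8 h. Of 28 glucocorticoid-responsive genes, 12 rose at 0 h, 10 at 8 h and 0 at 72 h or 7 d (0 at 72 h and 1 at 7 d adjusted over the list alone). Of 14 MHC class I genes, 7 rose at 0 h, 11 at 8 h and 0 at 72 h or 7 d (0 and 3 adjusted over the list alone). Chaperones of the endoplasmic reticulum rose at 8 h, with 9 of 28 called. In total, 865 probe sets differed at 0 h (413 higher and 452 lower in CIE mice), 967 at 8 h (694 and 273), 3 at 72 h (2 and 1) and 604 at 7 d (295 and 309). With 1 probe set per gene these were 299 genes at 0 h (231 higher and 68 lower), 420 at 8 h (300 and 120), 1 at 72 h, which was lower, and 190 at 7 d (160 and 30). A moderated F test over the 4 times called 3453 probe sets, and 2045 with the hybridization sets as a block. The blocked counts were 182 at 0 h, 666 at 8 h, 2 at 72 h and 250 at 7 d, where 2 of the 32 exchanges of labels within sets gave as many, the real one included.

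At 0 h, glucocorticoid-responsive genes were higher in CIE mice, with 12 of 28 called and none falling (23 adjusted over the list alone). Plin4, which encodes a lipid droplet coat protein, was 7.28 ± 0.35 in CIE and 6.04 ± 0.23 in Ctrl mice (mean log2 expression ± SD, n = 6 each). It rose 2.37-fold, by 1.25 on the log2 scale (SE 0.14, adjusted p = 2.04e-07), and was higher in 36 of the 36 pairs of a CIE and a Ctrl mouse. Sult1a1, a sulfotransferase gene, rose by 0.86 (SE 0.14, adjusted p = 0.000181) and Arrdc2 by 0.81 (SE 0.13, 0.000226). Tsc22d3, which encodes the glucocorticoid-induced leucine zipper protein, rose by 0.62 (SE 0.10, adjusted p = 0.000255). The list mean was 9.54 ± 0.13 in CIE and 9.13 ± 0.06 in Ctrl mice, with an exact permutation p of 0.00216, the smallest possible. It was higher in CIE mice in 5 of the 5 sets that held both groups (exact p = 0.0625 with labels exchanged within sets only, the smallest possible). Camera gave an adjusted p of 1.08e-18, and the call held at an adjusted p = 0.0327 with an estimated correlation. With the sets as a block the adjusted p was 1.19e-17 and the median shift 0.32, beside 0.36 without it.

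Clock output genes were also higher and Fos was lower at 0 h. Ciart, a repressor of the circadian clock, was 8.22 ± 0.14 in CIE and 7.50 ± 0.18 in Ctrl mice, a rise of 0.72 (SE 0.09, adjusted p = 1.94e-06). The clock-controlled transcription factor Dbp rose by 0.36 (SE 0.05, adjusted p = 4.82e-05) and Nr1d1, the clock repressor REV-ERB alpha, by 0.40 (SE 0.07, 0.000793). These 3 calls were kept when any 1 mouse was left out and in the block fit. Of 22 clock genes, 4 rose (8 rose and 2 fell adjusted over the list alone), with a camera adjusted p of 0.0226 and an adjusted p = 0.0887 with an estimated correlation. The list was higher in 5 of 5 sets, with a median shift of 0.10, and of 0.15 and adjusted p = 0.00413 in the block fit. Fos, an immediate early gene, was 7.45 ± 0.35 in CIE and 8.78 ± 0.34 in Ctrl mice and fell 2.52-fold (log2 change −1.33, SE 0.22, adjusted p = 0.00024). Arc, another immediate early gene, had a log2 change of −0.65 (SE 0.19) that did not pass (adjusted p = 0.0373). The immediate early list was called lower, with 1 of 30 falling (2 adjusted over the list alone), at an adjusted p of 0.000604 and an adjusted p = 0.342 with an estimated correlation. It was higher in 0 of 5 sets, with a median shift of −0.08, and of −0.14 and adjusted p = 0.000719 in the block fit.

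Antigen presentation genes rose at 0 h. Of 14 MHC class I genes 7 rose (11 adjusted over the list alone), and of 7 MHC class II genes 2 rose (6 adjusted over the list alone). H2-K1, a class I heavy chain gene measured by a probe set whose probes can be shared with related class I genes, was 11.35 ± 0.28 in CIE and 10.29 ± 0.54 in Ctrl mice, a 2.09-fold rise of 1.06 (SE 0.21, adjusted p = 0.0017). In the block fit its change stayed at 1.06 (SE 0.23) and its adjusted p was 0.0126. The peptide transporter gene Tap1 rose by 0.93 (SE 0.17, adjusted p = 0.000695), the peptide-trimming enzyme gene Erap1 by 0.54 (SE 0.08, 5.48e-05) and H2-M3 by 0.64 (SE 0.11, 0.000255). Cd74, the class II invariant chain gene, rose 2.32-fold, by 1.21 (SE 0.25, adjusted p = 0.00232), and its adjusted p was 0.0172 in the block fit with nearly the same change. The class I list was higher in 5 of 5 sets, with a camera adjusted p of 4.21e-12 (3.2e-11 blocked) and an adjusted p = 0.203 with an estimated correlation. Its median shift was 0.62, and 0.59 in the block fit. The class II list gave 3.03e-06 (2.07e-05 blocked) and an adjusted p = 0.269 with an estimated correlation, with median shifts of 0.97 and 0.92 blocked and 4 of 5 sets higher. Of 43 interferon-stimulated genes 9 rose (31 adjusted over the list alone), among them Parp9, which rose 1.54-fold (SE 0.12 on the log2 scale, adjusted p = 0.0017), with a block fit change of 0.61 at an adjusted p of 0.0153. That list gave an adjusted p of 4.66e-15 (5.58e-14 blocked) and an adjusted p = 0.342 with an estimated correlation, with median shifts of 0.51 and 0.46 blocked and 4 of 5 sets higher. Complement had 0 of 11 genes called (1 adjusted over the list alone), a median shift of 0.21 (0.22 blocked), an adjusted p of 0.0472 (0.0385 blocked) and an adjusted p = 0.342 with an estimated correlation, with 5 of 5 sets higher.

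Microglial genes went both ways at 0 h. Fcgr3, an immunoglobulin receptor gene, rose by 0.63 (SE 0.09, adjusted p = 3.62e-05), while Fcrls, a microglial Fc receptor-like gene, was 7.99 ± 0.12 in CIE and 8.84 ± 0.25 in Ctrl mice and fell 1.81-fold (log2 change −0.86, SE 0.11, 7.79e-06). The microglia list had 2 of 21 rising and 1 falling (6 and 1 adjusted over the list alone) and was not called (adjusted p = 0.0996). Ms4a6b rose by 0.69 (SE 0.11, adjusted p = 0.000237). Vegfa, the vascular growth factor gene, fell by 0.42 (SE 0.08, adjusted p = 0.00215), and Usp22, a histone deubiquitinase gene, rose by 0.27 (SE 0.05, 0.000441). The last 2 genes belong to lists named by the study from these mice, and so are not independent evidence. Its chromatin list had 1 of 20 rising and 1 falling at 0 h (1 and 2 adjusted over the list alone, 2 and 3 taking any probe set of a gene) and was called lower at an adjusted p of 0.00585 (0.0179 blocked), with an adjusted p = 0.258 with an estimated correlation and 1 of 5 sets higher. All 4 globin probe sets, annotated to several near-identical globin genes, were lower in CIE mice, by −1.11 to −1.50, and the other blood markers were not called as a list (0 of 8 called, 1 falling adjusted over the list alone, adjusted p = 0.0691).

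Several 0 h calls ended without 1 mouse. Hspa1a and Hspa1b, near-identical genes of the inducible HSP70 chaperone, rose by 0.58 (SE 0.12, adjusted p = 0.00243) and 0.71 (SE 0.14, 0.00226). The adjusted p reached 0.0148 and 0.0135 without Ctrl mouse 2 or CIE mouse 57. In the block fit the changes were 0.50 and 0.59 with adjusted p of 0.0302 and 0.0286. The heat shock list as a whole had 2 of 21 rising and 1 falling (3 and 3 adjusted over the list alone) and was called lower (adjusted p = 0.00693, 0.0158 blocked, adjusted p = 0.292 with an estimated correlation), with a median of −0.06, a mean of −0.01 and 2 of 5 sets higher. Splicing factors were called lower with 3 of 51 falling (11 adjusted over the list alone), at an adjusted p of 7e-08 (2.25e-07 blocked), an adjusted p = 0.342 with an estimated correlation and 1 of 5 sets higher, with a median shift of −0.04. Tra2a fell by 0.36 (SE 0.08, adjusted p = 0.0068) and the splicing kinase gene Clk1 by 0.31 (SE 0.07, 0.00739). The calls of Gjc3, a connexin gene of oligodendrocytes (log2 change −1.32, SE 0.27, adjusted p = 0.00215), Zbed6 (−1.08, SE 0.25, 0.00552), Irgm2 (1.24, SE 0.28, 0.0052), Rtp4 (0.94, SE 0.21, 0.00486), Rsad2 (0.67, SE 0.15, 0.00578), Per1 (0.35, SE 0.08, 0.00548) and Ctss (0.38, SE 0.08, 0.00325) also ended without single mice. The mice were Ctrl 2, 12, 20, 38, 56 and 64 and CIE 19, 43, 57, 67 and 72, and the highest adjusted p without 1 of them was 0.0232 for Tra2a, 0.0288 for Clk1, 0.011 for Gjc3, 0.0264 for Zbed6, 0.0212 for Irgm2, 0.0175 for Rtp4, 0.0182 for Rsad2, 0.0234 for Per1 and 0.0166 for Ctss. In the block fit Tra2a kept its call (adjusted p = 0.00348) and the adjusted p of the other named genes of this group lay between 0.0221 for Gjc3 and 0.0445 for Per1. Shox2 (log2 change −1.43, SE 0.34, adjusted p = 0.00826) and Otx2, a choroid plexus marker (−1.21, SE 0.28, 0.00738), had wide spreads in Ctrl mice, at 5.54 ± 1.63 and 4.92 ± 1.34, beside 4.11 ± 0.17 and 3.71 ± 0.13 in CIE mice. Their calls ended in the block fit, where the changes were −0.96 and −0.76 (adjusted p = 0.0621 and 0.0333), and without 1 of Ctrl mice 2, 12 and 20 or CIE mice 11, 19, 43, 57, 67 and 72, at up to 0.0357 and 0.0212. The second list from the study, with 21 of its 27 hub genes and 7 genes named from 2 other modules, had 3 of 28 rising and 1 falling, all hub genes (3 and 3 adjusted over the list alone). Taking any probe set of a gene, 4 rose and 7 fell. The list was not called (adjusted p = 0.899), with a median of 0.04 although camera gave the direction as down. The other 6 hub genes were added after seeing the data, and with them it was not called either (adjusted p = 0.397), while those 6 by themselves were called lower (0.0281) with 0 members called. Oxidative stress genes had 2 of 22 rising (7 adjusted over the list alone) and were not called with all arrays (adjusted p = 0.0961), but were called higher without Ctrl mouse 2 (0.0326) and in the block fit (0.0385), with 5 of 5 sets higher and an adjusted p = 0.596 with an estimated correlation for all arrays.

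Other lists were called lower at 0 h with no or few called members. Cholesterol synthesis had 0 of 25 called (0 adjusted over the list alone), an adjusted p of 0.0128 (0.0321 blocked) and 0 of 5 sets higher. The ubiquitin-proteasome list had 0 of 34 (0 adjusted over the list alone), 0.000604 (0.000393 blocked) and 2 of 5 sets higher. Oxidative phosphorylation had 0 of 50 (1 adjusted over the list alone), 0.000156 (0.00178 blocked) and 1 of 5 sets higher. These 3 had adjusted p = 0.716, 0.395 and 0.48 with an estimated correlation. Oligodendrocyte markers had 0 of 16 (1 adjusted over the list alone) and 0.0144, with an adjusted p = 0.805 with an estimated correlation, and the call ended in the block fit (adjusted p = 0.268, median 0.00 beside −0.08) with 2 of 5 sets higher. The count of 865 was 354 without Ctrl mouse 2, whose array lay outside the sets, 538 without Ctrl 56, 390 without CIE 19, 429 without CIE 43, 261 without CIE 57 and 552 without CIE 72, and 1508 without CIE 11. Malat1, a long noncoding RNA of the nucleus, was lower in CIE mice. The mean of its 7 probe sets was 9.96 ± 0.58 in CIE and 10.99 ± 0.35 in Ctrl mice (n = 6 each, exact permutation p = 0.00866, 0.0625 within sets), and 1 of the 7 was called.

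**Figure D1:**
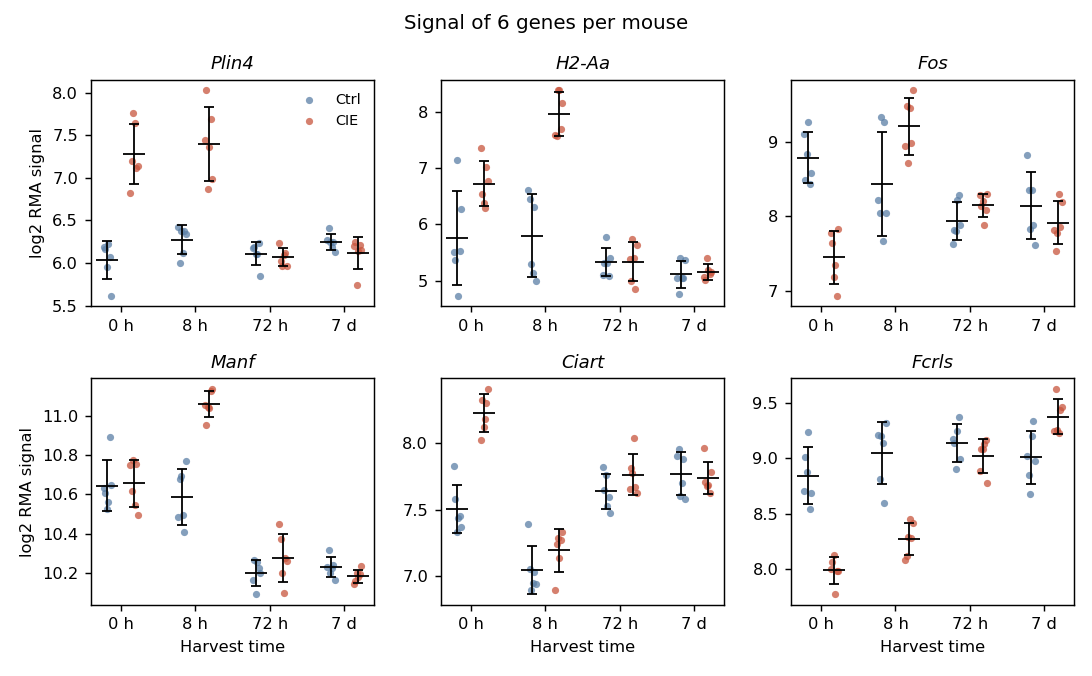
Log2 expression (vertical axis) of 6 genes in each mouse (points) by harvest time, with group means ± SD of 6 CIE and 6 Ctrl mice. Plin4 was 7.28 in CIE and 6.04 in Ctrl mice at 0 h, and Fos was 7.45 and 8.78.

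At 8 h, MHC class II and class I genes rose, with 5 of 7 and 11 of 14 called (7 and 11 adjusted over the lists alone). H2-Aa, a class II chain gene, was 7.97 ± 0.39 in CIE and 5.80 ± 0.74 in Ctrl mice (n = 6 each), a 4.48-fold rise of 2.17 (SE 0.27, adjusted p = 8e-07), and was higher in 36 of 36 pairs of mice. H2-Eb1 rose 4.02-fold (SE 0.34, adjusted p = 0.000125), H2-Ab1 3.84-fold (SE 0.37, 0.000691) and Cd74 2.72-fold (SE 0.25, 0.000169). Among class I genes, H2-D1 rose 2.76-fold (SE 0.20, adjusted p = 7.67e-06), H2-K1 2.48-fold (SE 0.21, 6.52e-05) and B2m, the light chain gene, from 12.25 ± 0.41 to 13.05 ± 0.15 (log2 change 0.80, SE 0.13, 8.7e-05). Camera gave 9.85e-13 for class II, which held at an adjusted p = 0.0443 with an estimated correlation. It gave 4.53e-18 for class I, with an adjusted p = 0.0632 with an estimated correlation. Both lists were higher in 6 of 6 sets, with median shifts of 1.44 and 0.74 that were the same in the block fit (adjusted p = 1.48e-12 and 1.32e-17).

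Interferon-stimulated genes and cytokines rose at 8 h, with 17 of 43 and 5 of 29 called (32 and 11 adjusted over the lists alone). Cxcl10, an interferon-induced chemokine gene, was 7.70 ± 0.20 in CIE and 6.33 ± 0.67 in Ctrl mice, a 2.60-fold rise (log2 change 1.38, SE 0.18, adjusted p = 3.37e-06). The interferon-inducible GTPase genes Iigp1, Gbp2, Irgm1 and Ifi47 rose by 1.63 (SE 0.31), 1.59 (SE 0.30), 1.37 (SE 0.22) and 1.06 (SE 0.16), with adjusted p from 4.56e-05 to 0.000636. Il6 rose from 3.96 ± 0.13 to 4.56 ± 0.17 (SE 0.09, adjusted p = 2.06e-05), and the chemokine genes Ccl3 and Ccl4 rose by 0.63 (SE 0.13, 0.00107) and 0.41 (SE 0.08, 0.000686). The interferon list gave an adjusted p of 2.71e-24 (1.28e-23 blocked) and an adjusted p = 0.214 with an estimated correlation. The cytokine list gave 2.48e-07 (2.35e-07 blocked) and an adjusted p = 0.0633 with an estimated correlation. Both were higher in 5 of 6 sets, with median shifts of 0.51 and 0.17 with and without the block. Interferon list means were 8.13 in Ctrl mouse 4 and 8.59 in Ctrl mouse 66, and 7.24 to 7.83 in the other Ctrl mice. Complement had 1 of 11 rising (7 adjusted over the list alone), with an adjusted p of 5.9e-05 (6.73e-05 blocked), an adjusted p = 0.0395 with an estimated correlation, a median shift of 0.27 and 6 of 6 sets higher. C3ar1 rose by 0.45 (SE 0.10, adjusted p = 0.00387), but its adjusted p was 0.0115 in the block fit and up to 0.015 without 1 of Ctrl mice 42, 66 and 79 or CIE mice 15, 23, 25 and 69.

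Chaperones of the endoplasmic reticulum rose at 8 h, with 9 of 28 called and none falling (17 adjusted over the list alone). Manf, a factor released under stress of this compartment, was 11.06 ± 0.07 in CIE and 10.59 ± 0.14 in Ctrl mice (log2 change 0.47, SE 0.06, 1.39-fold, adjusted p = 1.32e-06), with 36 of 36 pairs higher. The disulfide isomerase gene Pdia4 rose 1.51-fold (SE 0.08, adjusted p = 3.37e-06) and Sdf2l1 by 0.53 (SE 0.09, 0.000246). The list was higher in 6 of 6 sets, with a median shift of 0.20 with and without the block. Camera gave 7.46e-17 (1.34e-16 blocked), and the call held at an adjusted p = 0.000168 with an estimated correlation. Glucocorticoid-responsive genes rose again, with 10 of 28 called (14 adjusted over the list alone). Plin4 rose by 1.13 (SE 0.14, adjusted p = 5.97e-07), Tsc22d3 by 0.78 (SE 0.10, 2.49e-06), Arrdc2 by 0.82 (SE 0.13, 7.6e-05) and Sult1a1 by 0.82 (SE 0.14, 0.000141). That list gave 1.01e-13 (2.41e-13 blocked) and an adjusted p = 0.0632 with an estimated correlation, with a median shift of 0.25 and 6 of 6 sets higher. Oxidative stress genes had 4 of 22 rising (9 rising and 1 falling adjusted over the list alone), among them Srxn1 by 0.40 (SE 0.07, adjusted p = 0.000117) and Txnip, the thioredoxin-binding protein gene, by 0.57 (SE 0.12, 0.00161). Camera gave 0.00975 (0.0102 blocked) and an adjusted p = 0.342 with an estimated correlation, with 6 of 6 sets higher.

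Hes5, Fabp7, Nr2e1 and Fcrls were among the genes that fell at 8 h. Hes5, a Notch target, was 6.11 ± 0.21 in CIE and 7.21 ± 0.29 in Ctrl mice and fell 2.13-fold (log2 change −1.09, SE 0.16, adjusted p = 2.8e-05). Fabp7, a fatty acid binding protein gene of radial glia and astrocytes, fell by 0.62 (SE 0.09, adjusted p = 1.97e-05), and Nr2e1, a nuclear receptor of neural stem cells, by 0.67 (SE 0.13, 0.00083). Fcrls fell by 0.78 (SE 0.11, adjusted p = 1.63e-05) while Fcgr3 rose by 0.49 (SE 0.09, 0.000394). The microglia list had 3 of 21 rising and 1 falling (9 and 1 adjusted over the list alone) and was called higher at 0.00355 (0.00335 blocked), with an adjusted p = 0.716 with an estimated correlation and 4 of 6 sets higher. Reactive astrocyte markers had 2 of 15 rising (3 adjusted over the list alone), at 0.0288 (0.0319 blocked) and an adjusted p = 0.48 with an estimated correlation, with 6 of 6 sets higher. Oligodendrocyte markers had 0 of 16 called (1 adjusted over the list alone), a median of 0.16, 0.0482 (0.0464 blocked) and an adjusted p = 0.821 with an estimated correlation, with 4 of 6 sets higher. Immediate early genes had 2 of 30 rising (5 adjusted over the list alone), with Trib1 up by 0.49 (SE 0.09, adjusted p = 0.000575) and a list median of 0.20. Camera gave 0.000925 (0.00104 blocked), an adjusted p = 0.342 with an estimated correlation, and 5 of 6 sets were higher. Fos had a log2 change of 0.78 (SE 0.22) that did not pass (adjusted p = 0.0257). Oxidative phosphorylation fell with 2 of 50 called (11 adjusted over the list alone), as for Ndufb10, a complex I gene that went from 11.64 ± 0.02 to 11.42 ± 0.05 (adjusted p = 0.000136). Its list gave 2.05e-07 (2.76e-07 blocked) and an adjusted p = 0.342 with an estimated correlation, with a median of −0.05 and 1 of 6 sets higher. Ribosomal protein genes (0 of 37 called, 2 adjusted over the list alone, 0.000277, 0.000349 blocked) and general chromatin regulators (2 of 66 falling, 8 adjusted over the list alone, 0.00975, 0.0114 blocked) were called lower with medians of −0.04 and −0.06, adjusted p = 0.655 and 0.48 with an estimated correlation, and 1 of 6 sets higher in each. Globin probe sets were lower by −1.56 to −1.84, and all 4 were called and kept in the block fit. The count of 967 was 586 without Ctrl mouse 79 and 635 without CIE mouse 25.

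At 72 h, 3 probe sets were called. Fam81a was 10.86 ± 0.16 in CIE and 11.53 ± 0.13 in Ctrl mice (n = 6 each) and fell 1.60-fold (log2 change −0.68, SE 0.11, adjusted p = 0.00673). The others had no gene symbol and rose by 1.35 (SE 0.23, adjusted p = 0.00941) and 0.74 (SE 0.11, 0.00107). In the block fit the last kept its call (adjusted p = 0.00493), while Fam81a and the probe set that rose by 1.35 stood at 0.0189 and 0.0171 with unchanged differences and a wider error. For the probe set that rose by 0.74 the adjusted p reached 0.0114 without Ctrl mouse 24 or 68 or CIE mouse 71, and for the other pair it reached 0.0431 without 1 of Ctrl mice 6, 16, 24, 44, 52 and 68 or CIE mice 29, 33, 35, 61 and 71. The count of 3 became 0 without Ctrl 24, Ctrl 68 or CIE 71, 1 without Ctrl 44, Ctrl 52, CIE 33, CIE 35 or CIE 61, and 10 without CIE 3, and 5 without Ctrl mouse 2 of 0 h, which shares the fit. At an unadjusted p below 0.05 limma gave 4217 probe sets with all arrays, and 3624, 3574 and 3088 without Ctrl 24, Ctrl 68 and CIE 71.

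Gene lists shifted at 72 h with no member called. RNA splicing factors were called higher, with 46 of 51 positive and a median of 0.09, at an adjusted p of 3.11e-09 (5.09e-09 blocked), an adjusted p = 0.342 with an estimated correlation, and 6 of 6 sets higher. The exact permutation p of the list mean was 0.00216, and 0.0312 with labels exchanged within sets only, the smallest possible in each. Ddx5, a helicase gene of the spliceosome, was 12.85 ± 0.03 in CIE and 12.72 ± 0.03 in Ctrl mice and higher in 36 of 36 pairs (adjusted p = 0.187). Prpf38b differed by 0.22 (SE 0.07, adjusted p = 0.24) and Srrm2 by −0.44 (SE 0.14, 0.233). Cholesterol synthesis genes were called lower, with a median of −0.09 and 0 of 6 sets higher, at 1.51e-06 (1.9e-06 blocked) and an adjusted p = 0.342 with an estimated correlation. Hmgcs1, an enzyme gene of that pathway, was 12.34 ± 0.10 in CIE and 12.59 ± 0.02 in Ctrl mice (log2 change −0.25, SE 0.08, adjusted p = 0.208), and Msmo1 differed by −0.23 (SE 0.08, 0.303). Adjusted over the lists alone, 0 of the 51 splicing and 0 of the 25 cholesterol genes passed.

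Glial and other cell type markers were called lower at 72 h. Microglia markers had 0 of 21 called (1 falling adjusted over the list alone), a median of −0.10, an adjusted p of 1.9e-05 (1.88e-05 blocked) and an adjusted p = 0.48 with an estimated correlation, with 2 of 6 sets higher. Cx3cr1, the fractalkine receptor gene, differed by −0.41 (SE 0.12, adjusted p = 0.196). Oligodendrocyte precursors had 0 of 9 called (1 adjusted over the list alone), a median of −0.15, 0.000776 (0.000676 blocked) and an adjusted p = 0.301 with an estimated correlation, with 1 of 6 sets higher, and Gpr17 of that list differed by −0.43 (SE 0.10, adjusted p = 0.0601). Oligodendrocyte markers had 0 of 16 positive, a median of −0.14, 0.000418 (0.000393 blocked) and an adjusted p = 0.716 with an estimated correlation, with 1 of 6 sets higher. Interneuron markers, among them Reln (−0.18, SE 0.08, adjusted p = 0.45), had 0.0143 (0.013 blocked) and an adjusted p = 0.348 with an estimated correlation, with a median of −0.13 and 1 of 6 sets higher. Astrocyte and endothelial markers, with medians of −0.03 and −0.08, had 0.0453 and 0.0318 (0.0464 and 0.0352 blocked) and an adjusted p = 0.805 with an estimated correlation in each, with 2 of 6 sets higher. The endoplasmic reticulum list was called higher at 0.0338 (0.0373 blocked, adjusted p = 0.448 with an estimated correlation), with a median of 0.06, 5 of 6 sets higher and 1 of 28 adjusted over the list alone, and Sdf2l1 differed by 0.36 (SE 0.09, adjusted p = 0.128). Oxidative phosphorylation was called lower at 0.0318 (0.034 blocked, adjusted p = 0.786 with an estimated correlation), with a median of −0.01 and 2 of 6 sets higher. The oligodendrocyte, interneuron, astrocyte, endothelial and oxidative phosphorylation lists had 0 members past 0.05 adjusted over the list alone.

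**Figure D2:**
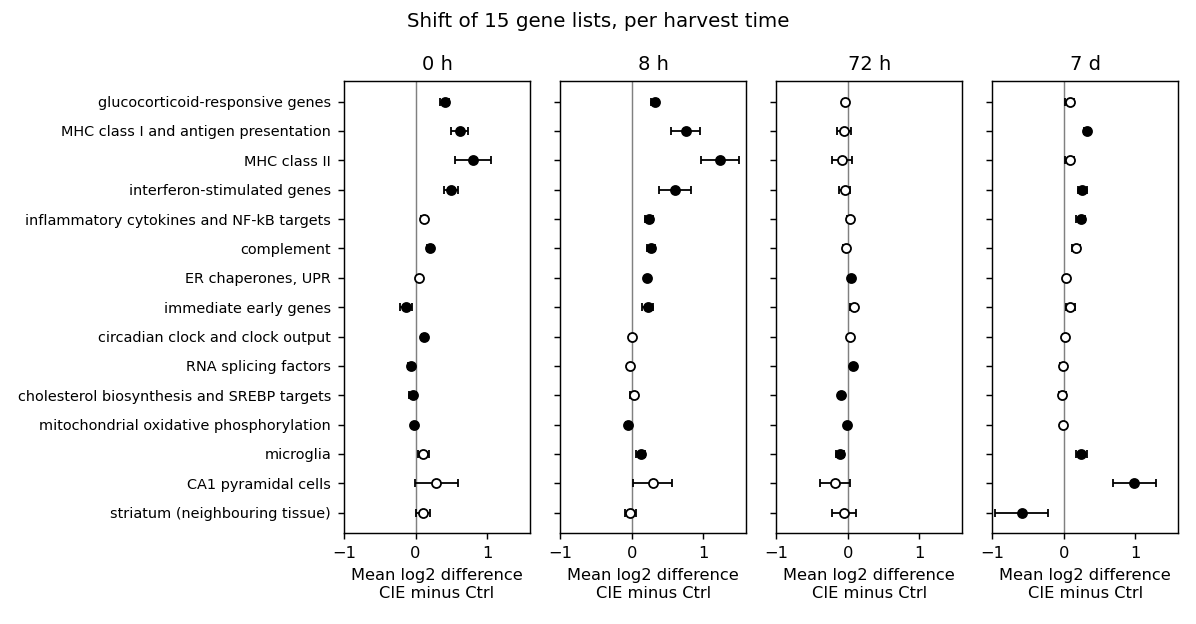
Mean log2 difference, CIE minus Ctrl, over the genes of 15 lists by harvest time, with bars of the SE of the difference between list means and filled symbols for lists called by camera. Glucocorticoid-responsive genes differed by 0.41 at 0 h and the endoplasmic reticulum list by 0.22 at 8 h.

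At 7 d, Tmem119, Fcer1g, Parp9, Ccl5 and Ms4a4b rose, and the microglia, interferon, cytokine and MHC class I lists were called higher in CIE mice. Microglia markers had 2 of 21 rising (14 adjusted over the list alone), a median shift of 0.26 and 6 of 6 sets higher, at an adjusted p of 2.05e-07 (1.35e-07 blocked) and an adjusted p = 0.348 with an estimated correlation. The called members were Tmem119, a marker of resident microglia, at 0.40 (SE 0.09, adjusted p = 0.00728) and Fcer1g, an Fc receptor chain gene, at 0.36 (SE 0.08, 0.00879), while P2ry12 differed by 0.43 (SE 0.10, 0.0114). Parp9 went from 6.51 ± 0.19 to 7.07 ± 0.16 (log2 change 0.56, SE 0.12, adjusted p = 0.00577) and was the 1 of 43 interferon-stimulated genes called (7 rising and 1 falling adjusted over the list alone). That list gave 0.000898 (0.00104 blocked) and an adjusted p = 0.805 with an estimated correlation, with a median of 0.26 and 5 of 6 sets higher. Cytokines had 1 of 29 rising (13 adjusted over the list alone), the chemokine gene Ccl5 at 1.13 (SE 0.25, adjusted p = 0.00674). Their list gave 0.00273 (0.00404 blocked) and an adjusted p = 0.342 with an estimated correlation, with a median of 0.16 and 6 of 6 sets higher. MHC class I had 0 of 14 called (3 adjusted over the list alone), a median of 0.29, 0.000604 (0.000736 blocked) and an adjusted p = 0.596 with an estimated correlation, with 6 of 6 sets higher. B2m differed by 0.48 (SE 0.13, adjusted p = 0.0208) and was higher in 36 of 36 pairs. MHC class II (0 of 7 called, 1 adjusted over the list alone, median 0.07, adjusted p = 0.741) and complement (0 of 11, 0 adjusted over the list alone, median 0.17, adjusted p = 0.129) were not called. Ms4a4b, a membrane protein gene of lymphocytes, rose by 1.11 (SE 0.23, adjusted p = 0.00401). The calls named here ended without 1 of Ctrl mice 18, 22, 46, 54 and 80 or CIE mice 7, 9, 27, 37, 45 and 59, with an adjusted p of up to 0.0323 for Tmem119, 0.0344 for Fcer1g, 0.0263 for Parp9, 0.0305 for Ccl5 and 0.0134 for Ms4a4b. In the block fit, differences were unchanged and Ms4a4b kept its call (0.00931), while Tmem119, Fcer1g, Parp9 and Ccl5 had 0.0115, 0.0157, 0.0139 and 0.0151. With the scores of the striatum, neocortex and CA1 lists as covariates, Tmem119 differed by 0.22 (SE 0.11, adjusted p = 0.338), Fcer1g by 0.30 (0.166), Parp9 by 0.45 (0.135), Ccl5 by 0.85 (0.199) and Ms4a4b by 0.96 (0.11), and the cytokine list call ended (0.223).

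Chrna5, Gria1 and Cd34 also rose at 7 d, and Drd1, Gabrg3, Sv2c, Zbed6, Rorb and Dlgap2 fell. Chrna5, a nicotinic acetylcholine receptor subunit gene, was 7.36 ± 0.54 in CIE and 5.49 ± 1.18 in Ctrl mice (n = 6 each), a 3.64-fold rise of 1.86 (SE 0.40, adjusted p = 0.00489). Gria1, an AMPA receptor subunit gene, rose by 0.34 (SE 0.08, adjusted p = 0.00864), and Cd34 rose by 1.26 (SE 0.27, 0.00492). Drd1, the dopamine D1 receptor gene, was 7.78 ± 0.62 in CIE and 9.21 ± 0.95 in Ctrl mice and fell 2.69-fold (log2 change −1.43, SE 0.30, adjusted p = 0.00396). It is also a striatum marker, was 10.18 and 10.49 in Ctrl mice 18 and 22, where Rgs9 and Drd2 of that list were highest too, and differed by −0.86 (SE 0.27, adjusted p = 0.117) without them. Without them Gria1 differed by 0.19 (SE 0.07, adjusted p = 0.202) and Chrna5 by 1.55 (SE 0.44, 0.0811), and with the regional covariates these were 0.07 (SE 0.06, 0.633) and 0.29 (SE 0.18, 0.477), with Cd34 at 0.20 (0.555), Sv2c at −0.29 (0.333), Zbed6 at −0.99 (0.124) and Dlgap2 at 1.01 times its change (0.0851), while Gabrg3 kept its call (0.00966). Gabrg3, a GABA-A receptor subunit gene, fell 2.00-fold (SE 0.16, adjusted p = 0.00071), and its call was kept without any 1 mouse and in the block fit (0.00291). Sv2c, a synaptic vesicle gene, fell by 0.97 (SE 0.19, adjusted p = 0.00308), Zbed6 by 1.15 (SE 0.25, 0.00489), and the cortical layer marker Rorb by 0.83 (SE 0.19, 0.00936), while the postsynaptic scaffold gene Dlgap2 went from 9.84 ± 0.26 to 8.85 ± 0.49 (SE 0.22, 0.00577). Except for Gabrg3, these calls ended without 1 of the same mice. The adjusted p reached 0.0236 for Chrna5, 0.0452 for Gria1, 0.0227 for Cd34, 0.0222 for Drd1, 0.022 for Zbed6, 0.024 for Dlgap2 and 0.0387 for Rorb, and for Sv2c it was 0.0156 without Ctrl mouse 22. In the block fit differences were unchanged and Drd1 and Sv2c kept their calls (0.00992 and 0.00833). Chrna5, Gria1, Cd34, Zbed6, Dlgap2 and Rorb had 0.0126, 0.0202, 0.0112, 0.0121, 0.013 and 0.0196.

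Markers of the striatum, a region near the hippocampus, were lower in CIE mice at 7 d, with 1 of 12 falling, the above Drd1 (6 adjusted over the list alone), and a median of −0.59. Rgs9 and Drd2 of that list differed by −0.66 (SE 0.17, adjusted p = 0.016) and −0.68 (SE 0.20, 0.031). The striatal mean was 8.83 ± 0.89 in Ctrl and 8.25 ± 0.15 in CIE mice, and the Ctrl value rested on mice 18 and 22, at 9.80 and 10.12. Camera gave 4.42e-09 (7.31e-09 blocked) and an adjusted p = 0.269 with an estimated correlation, and the list was higher in 3 of 6 sets. Neocortex markers were lower, with 1 of 11 falling, the above Rorb (1 adjusted over the list alone), a median of −0.29, 0.000604 (0.000731 blocked), an adjusted p = 0.342 with an estimated correlation and 1 of 6 sets higher. They too rested on Ctrl mice 18 and 22, at 9.27 and 8.95 beside 7.90 to 8.54 in the others. The mean difference of striatum markers was −0.58, −0.33 without mouse 22 and −0.02 without both mice (adjusted p = 0.388), and that of neocortex markers −0.32, −0.17 without mouse 18 and −0.03 without both (0.43). Markers of CA1 pyramidal cells, principal neurons of the hippocampus, were higher, with 0 of 10 called (9 adjusted over the list alone) and a median of 0.94. Their list mean was 10.34 ± 0.33 in CIE and 9.36 ± 0.64 in Ctrl mice, with 4.11e-06 (5.75e-06 blocked), an adjusted p = 0.342 with an estimated correlation and 6 of 6 sets higher, and differed by 0.93 beside 0.99 without mice 18 and 22 (3.05e-06). Fibcd1 and Lefty1 of that list differed by 1.51 (SE 0.40, adjusted p = 0.0196) and 1.55 (SE 0.43, 0.0254). Without Ctrl mice 18 and 22, 11 probe sets were called at 7 d, and the 604 kept their direction, with changes at 0.854 of their size in median. Leaving out each pair of Ctrl mice gave 9 to 1851 (median 226) and each pair of CIE mice 5 to 1044 (median 105).

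Other cell type lists at 7 d had few called members. Astrocyte markers were higher (0 of 15 called, 9 adjusted over the list alone, median 0.19, 3.95e-05, 5.97e-05 blocked, adjusted p = 0.48 with an estimated correlation) in 4 of 6 sets. Markers of meninges and fibroblasts were higher (0 of 15, 9 adjusted over the list alone, median 0.44, 1.9e-05, 1.09e-05 blocked, adjusted p = 0.444 with an estimated correlation) in 4 of 6 sets, with Col3a1, a collagen gene, at 0.66 (SE 0.17, adjusted p = 0.0182). Oligodendrocyte markers were called lower (0 of 16, 0 adjusted over the list alone, median −0.15, 0.00215, 0.00208 blocked, adjusted p = 0.772 with an estimated correlation), although 4 of 6 sets were higher in CIE mice. Their mean difference of −0.15 turned to 0.14 without Ctrl mice 18 and 22 (adjusted p = 0.108) and was also positive with the regional scores as covariates (0.453). Immature neuron markers were lower (0 of 18, 1 rising and 4 falling adjusted over the list alone, median −0.12, 0.0044, 0.0049 blocked, adjusted p = 0.114 with an estimated correlation), with 2 of 6 sets higher and Cd24a at −0.65 (SE 0.20, adjusted p = 0.041). Presynaptic vesicle genes had 1 of 25 falling (1 adjusted over the list alone), the above Sv2c, a median of −0.01 and 3 of 6 sets higher, at 0.0391 (0.0385 blocked) and an adjusted p = 0.655 with an estimated correlation. The oligodendrocyte means of those mice were 10.29 and 10.65 beside 9.44 to 9.75 in the other Ctrl mice at 7 d. Without both, the astrocyte, immature neuron and presynaptic calls also ended (0.108, 0.164 and 0.0711). The lists named by the study at 7 d were not called. Its chromatin genes had 0 of 20 called (3 falling adjusted over the list alone, adjusted p = 0.31), a median of 0.02 and a mean of −0.03, with the demethylase gene Kdm6b at −0.41 (SE 0.11, adjusted p = 0.0161) and Dnmt3a at −0.22 (SE 0.08, 0.0756). Another probe set of Kdm6b fell by 0.41 (SE 0.08, adjusted p = 0.0031) and another of Dnmt3a by 1.28 (SE 0.29, 0.00728). Its list of hub and module genes had 3 rising and 1 falling of 28 (8 and 3 adjusted over the list alone, adjusted p = 0.741, 0.903 with the other 6 hub genes), which were Chrna5 and Parp9 of the 21 hub genes and Gria1 and Drd1 of the 7 module genes, and Vegfa differed by 0.27 (SE 0.08, adjusted p = 0.0446). Taking any probe set of a gene, 3 of the 20 chromatin genes fell, and of the 28 hub and module genes 5 rose and 7 fell. These lists were chosen from the same mice and are not independent evidence. The count of 604 was 114 without Ctrl mouse 18, 89 without Ctrl 22, 371 without Ctrl 54, 365 without Ctrl 80, 201 without CIE 7, 201 without CIE 9, 130 without CIE 45 and 1482 without Ctrl 70. The mean of the Malat1 probe sets was 9.82 ± 0.56 in CIE and 10.70 ± 0.29 in Ctrl mice at 7 d (n = 6 each, exact permutation p = 0.013, 0.0625 within sets), and none of them was called. At 8 h and 72 h it differed by −0.37 and −0.55 (exact permutation p = 0.216 and 0.0411, 0.312 and 0.125 within sets). Adjusted over 6 such tests, p was 0.0195, 0.216, 0.0493 and 0.0195 in order of time.

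**Figure D3:**
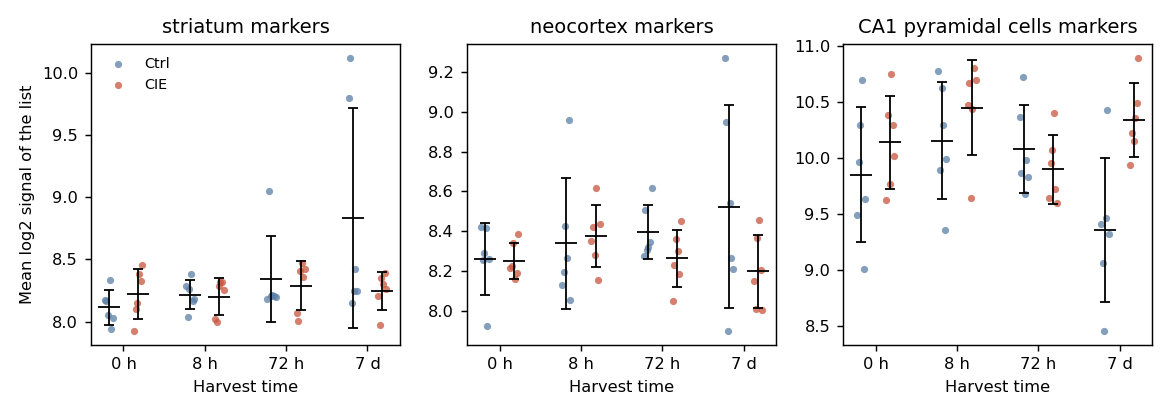
Mean log2 expression of striatum, neocortex and CA1 marker lists in each mouse (points) by group and harvest time, with group means ± SD of 6 mice. The striatal mean was 9.80 and 10.12 in Ctrl mice 18 and 22 at 7 d.

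The next question was whether the CIE effect differed between times. Plin4, Fos, H2-Aa and Fcrls were among the genes whose effect differed. The effect on Plin4 was lower at 7 d than at 0 h by −1.38 (SE 0.19, adjusted p = 8.88e-05), that on Fos was higher at 8 h than at 0 h by 2.11 (SE 0.31, 0.000495), and that on H2-Aa was lower at 7 d than at 8 h by −2.12 (SE 0.38, 0.00346). Fcrls, which fell at 0 h and 8 h, had an effect at 7 d that was higher than at 0 h by 1.22 (SE 0.16, adjusted p = 4.84e-05). The effect on Dbp was lower at 8 h than at 0 h by −0.57 (SE 0.08, adjusted p = 8.96e-05). With the sets as a block the call of H2-Aa ended (adjusted p = 0.0147, the same difference with an SE of 0.40), and the calls of Plin4, Fos, Fcrls and Dbp here were kept. For 7 d against 72 h limma called 0, with 3789 at an unadjusted p below 0.05. In all, 69 probe sets differed in a pair of times, and 30 in the block fit. Of 100 exchanges of labels within sets, the real one included, 11 gave as many as those 30.

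Genes called at both 0 h and 7 d were compared next. Dpf1, a neuronal chromatin factor gene, fell by 0.50 at 0 h (SE 0.12, adjusted p = 0.00711) and by 0.74 at 7 d (SE 0.12, 0.000547). Epsti1, an interferon-responsive gene, rose by 0.49 (SE 0.11, adjusted p = 0.00571) and by 0.58 (SE 0.11, 0.00256). Ms4a6b rose by 0.69 and 0.53 (SE 0.11 each, adjusted p = 0.000237 and 0.00485) and Lair1, an inhibitory immune receptor gene, by 0.47 and 0.46 (SE 0.10 each, adjusted p = 0.00277 and 0.00461). At 7 d Dpf1, Epsti1 and Lair1 kept their calls in the block fit (0.000947, 0.00498 and 0.00737) and Ms4a6b did not (0.0122), and at 0 h only Ms4a6b of the 4 kept its call (0.00273 beside 0.0597, 0.0421 and 0.0302 in the order Dpf1, Epsti1 and Lair1). Leaving out single mice ended these calls except for Ms4a6b at 0 h and Dpf1 at 7 d. At 0 h these were Ctrl mice 2, 12, 20, 56 and 64 and CIE mice 19, 43, 57, 67 and 72, with adjusted p up to 0.0348 for Dpf1, 0.0247 for Epsti1 and 0.0159 for Lair1. At 7 d they were Ctrl mice 18, 22 and 80 and CIE mice 7, 9 and 45, with up to 0.0122 for Epsti1, 0.0206 for Ms4a6b and 0.0197 for Lair1. With the regional covariates at 7 d Dpf1 was at −0.46 (adjusted p = 0.0888), Epsti1 at 0.65 (0.0325), Ms4a6b at 0.53 (0.0768) and Lair1 at 0.35 (0.169). In all, 104 probe sets were called the same way at both times, 21 higher and 83 lower, where independent lists would share 2.71 and 3.1, and 0 were called in opposite directions. Probe sets are not independent, so 7 d labels were also permuted with lists of the same size, and 1 of 100 splits, the real one, had as large an overlap, with a highest other of 93 and a median of 4. The overlap was 48 without Ctrl mouse 2 at 0 h, 9 in the block fit and 1 without Ctrl mice 18 and 22 at 7 d, where leaving out other pairs of a group at 7 d gave 0 to 312. Of the 83 shared falling probe sets, 25 had no gene symbol. Their mean was also lower in CIE mice at 8 h, by −0.44 (exact permutation p = 0.013, 0.0625 within sets), and at 72 h, by −0.42 (exact permutation p = 0.00433, 0.0312 within sets, adjusted p = 0.0195 for each). In order of time the mean was 7.23, 6.40, 6.46 and 7.15 in Ctrl and 6.38, 5.96, 6.04 and 6.28 in CIE mice, where choosing the probe sets by their differences at 0 h and 7 d by itself raises Ctrl and lowers CIE levels at those times. From mouse to mouse within groups it followed the mean of the Malat1 probe sets, none of which is among the 83. Pearson's r was 0.927 and Spearman's rho 0.949 over 48 mice (permutation p = 1e-05 for each, the smallest possible). This was the 1 relation of this kind computed, and r was 0.912 without the 2 mice farthest on Malat1 and 0.869 to 0.972 within sets.

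Ctrl mice at the later times were also compared with Ctrl mice at 0 h. Ciart was 7.05 ± 0.18 in Ctrl mice at 8 h and 7.50 ± 0.18 at 0 h, a log2 change of −0.46 (SE 0.09, adjusted p = 0.0026), and this call ended without Ctrl mouse 2 at 0 h or Ctrl mouse 32 at 8 h (adjusted p up to 0.0162) and in the block fit (change −0.38, adjusted p = 0.0374). Rorb differed by −0.63 (SE 0.19, adjusted p = 0.0493) and Dbp by −0.16 (SE 0.05, 0.0753). Clock genes had 1 of 22 falling (3 adjusted over the list alone) and were not called (adjusted p = 0.301), with a median of 0.02 although camera gave the direction as down. Interferon-stimulated genes were higher in Ctrl mice at 8 h than at 0 h with 0 of 43 called (21 adjusted over the list alone), a median of 0.40, an adjusted p of 1.09e-09 (6.48e-09 blocked) and an adjusted p = 0.738 with an estimated correlation. Also called higher were MHC class I (1 of 14 called, 1 adjusted over the list alone, 0.00319, 0.00684 blocked), heat shock genes (1 of 21, 9 adjusted over the list alone, 0.0053, 0.00298 blocked) and microglia (0 of 21, 4 adjusted over the list alone, 0.0032, 0.0353 blocked), with adjusted p = 0.738, 0.635 and 0.738 with an estimated correlation. Called lower, with 0 members called and 0 adjusted over the lists alone, were splicing factors (0.00157, 0.00294 blocked), ubiquitin-proteasome genes (4.36e-05, 2.35e-05 blocked), dentate granule cell markers (0.00833, 0.0326 blocked) and meninges markers (0.00744), whose call ended in the block fit (0.271, median −0.05 beside −0.13). These had adjusted p = 0.738, 0.635, 0.757 and 0.738 with an estimated correlation. Within the 5 sets that hold both groups, the heat shock mean was higher at 8 h in 5 (exact p = 0.0625, the smallest possible), MHC class I and microglia in 4, interferon genes and meninges in 3, splicing factors and granule cells in 2 and ubiquitin-proteasome genes in 1 (exact p of 0.125 or more). The mean of the Malat1 probe sets was lower in Ctrl mice at 8 h and 72 h than at 0 h, by −1.16 and −1.08 (exact permutation p = 0.00216 each, 0.00866 adjusted over 12 comparisons between times within Ctrl or CIE mice), with 0 of 5 sets higher (0.0625 within sets, the smallest possible). At 7 d it lay above 8 h and 72 h in 6 of 6 sets (adjusted p = 0.013 and 0.00866). Within CIE mice the 6 comparisons did not pass (lowest adjusted p 0.192). Between Ctrl mice 505 probe sets differed between 8 h and 0 h (115 higher and 390 lower), but 71 without Ctrl mouse 2 and 19 in the block fit. Between 72 h and 0 h there were 375 (95 higher and 280 lower), 79 and 42, and between 7 d and 0 h 95 (37 and 58), 77 and 44.

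Of the 48 lists, 31 were called at 1 time or more and 17 at none, where the lowest adjusted p was 0.061. Those 17 were alcohol metabolism, cold-inducible genes, the hub and module genes named by the study, GABA and glutamate synapse genes, ion channels, neuropeptides, neurotrophins, cell division, DNA damage, hypoxia, and markers of pericytes, choroid plexus, blood, dentate granule cells, CA3 and CA2 neurons, and thalamus. By time, camera called 14, 15, 10 and 12 lists at 0 h, 8 h, 72 h and 7 d. With an estimated correlation 1, 3, 0 and 0 were called, which were glucocorticoid-responsive genes at 0 h and endoplasmic reticulum chaperones, MHC class II and complement at 8 h, while fry called 9, 11, 2 and 10. The exact permutation test of list means called 4, 6, 1 and 3 after adjustment. Leaving out 1 mouse of the time ended 14 of the 51 calls, with highest adjusted p of 0.0618 to 0.533. At 0 h these were cholesterol synthesis (Ctrl 38, CIE 57), clock genes (CIE 11), complement (Ctrl 12, 38 and 56, CIE 11, 43 and 67) and oligodendrocytes (Ctrl 2, 12 and 38), and at 8 h oligodendrocytes (Ctrl 4, 8 and 79, CIE 15, 21, 25 and 41) and reactive astrocytes (Ctrl 32, CIE 23). At 72 h were astrocytes (Ctrl 16, 44, 52 and 68, CIE 3, 29, 35 and 71), endoplasmic reticulum chaperones (Ctrl 6, 24 and 52, CIE 3, 29 and 33), endothelial cells (Ctrl 44, 52 and 68, CIE 61), interneurons (Ctrl 24, CIE 3) and oxidative phosphorylation (Ctrl 16 and 68, CIE 33 and 61), and at 7 d immature neurons (Ctrl 18), oligodendrocytes (Ctrl 18 and 22) and presynaptic genes (Ctrl 18, 54, 70 and 80, CIE 7 and 59). The presynaptic mean of −0.01 turned to 0.01 without Ctrl 18, 70 or 80 or CIE 59, and the oligodendrocyte mean of −0.15 to 0.0043 without Ctrl 22. Kept at 0 h were the calls of immediate early genes, with a mean of −0.08 beside −0.13 without Ctrl 38, ubiquitin-proteasome genes, with −0.02 beside −0.03 without Ctrl 56, and heat shock genes, with −0.0297 to −0.0021 beside −0.01 without Ctrl 12, 20, 38, 56 or 64 or CIE 43 or 57. In 45 of 192 list tests the median, the mean and camera's direction differed in sign, and 0 of these were called.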

Values the study reported

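For the hippocampus, the study gave numbers of probesets that passed an FDR of 0.01. There were 865 immediately after the last session, 967 after 8 hours, 3 after 72 hours and 604 after 7 days. From lists of 796 and 556 genes at the earliest and the latest harvest, it gave an overlap of 104.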

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

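The correlation among striatum markers, the CA1 score without Ctrl mice 18 and 22, the 0 h count as a test of separate processing, the Malat1 values, Malat1 between times, the exchange of labels within sets and the test of shared falling probe sets at 72 h were chosen after results were seen. So were the block fit, the fits with regional scores and random lists as covariates, and those without Ctrl mouse 2 of 0 h, except for the 0 h count and the genes named at 0 h.

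Single mice lay far from their group in 8 of 224 groups of 6 (3.6%), where chance alone gives about 1 in 20. Rtp4 was 8.78 in Ctrl mouse 20 at 0 h, with the nearest mouse at 8.24, and Lair1 was 6.72 in Ctrl mouse 2 at 0 h (nearest 7.08). Cxcl10 was 8.09 in CIE mouse 25 at 8 h (nearest 7.73). In Ctrl mouse 4 at 8 h Nr2e1 was 6.87 (nearest 7.28), Ciart was 7.39 (nearest 7.06) and Rorb was 7.97 (nearest 8.7). Prpf38b was 9.6 in Ctrl mouse 24 at 72 h (nearest 9.83), and Cx3cr1 was 8.72 in CIE mouse 71 at 72 h (nearest 9.08).

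The CIE effect differed between times for 24 results of named genes, by limma's test of the difference at FDR 0.01. Plin4 had an effect that was lower at 72 h than at 0 h by −1.29 and lower at 7 d than at 0 h by −1.38, and the differences from 8 h were −1.17 at 72 h and −1.26 at 7 d. For Tsc22d3 the difference of 72 h from 8 h was −0.90. From 0 h, the effect on Dbp differed by −0.57 at 8 h, −0.45 at 72 h and −0.46 at 7 d, and that on Ciart by −0.75 at 7 d. For Fos the difference of 8 h from 0 h was 2.11. H2-Aa differed from 8 h by −2.16 at 72 h and −2.12 at 7 d, Cxcl10 by −1.36 at 7 d and Fabp7 by 0.67 at 7 d. Fcrls differed at 7 d by 1.22 from 0 h and by 1.14 from 8 h. At 72 h, Erap1 differed from 0 h by −0.64, Fcgr3 by −0.74 and Txnip by −0.90. Manf differed by 0.46 between 8 h and 0 h and by −0.52 between 7 d and 8 h. At 7 d Srxn1 differed by −0.53 from 0 h and by −0.55 from 8 h, and Vegfa by 0.70 from 0 h. With the sets as a block, 13 of the 24 kept their calls. The other 11 had adjusted p from 0.0147 to 0.037. They were Plin4 and Tsc22d3 between 72 h and 8 h, H2-Aa at both later times against 8 h, Cxcl10 and Fabp7 between 7 d and 8 h, Manf between 8 h and 0 h, and Dbp, Erap1, Fcgr3 and Txnip between 72 h and 0 h. Without Ctrl mouse 2, Erap1 (adjusted p = 0.0108) and Manf between 8 h and 0 h (0.0118) also ended. Over probe sets, the pairs of times had 15 (8 h and 0 h), 16 (72 h and 0 h), 27 (7 d and 0 h), 10 (72 h and 8 h) and 24 (7 d and 8 h) past the threshold.

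At 7 d, striatum and neocortex markers were called lower and CA1 markers higher in CIE mice, with 1 of 12, 1 of 11 and 0 of 10 members called, but not with an estimated correlation (adjusted p = 0.269, 0.342 and 0.342), and striatum was higher in CIE mice in 3 of 6 sets. The Ctrl mice of 7 d lay above the other Ctrl mice by 0.61 in the striatum score, which rested on mice 18 and 22, so neighbouring tissue in those dissections is a candidate explanation for striatum and neocortex, while the CA1 difference was 0.93 (SE 0.43) without them beside 0.99, which argues against it there. The mean correlation of striatum markers within groups, 0.597, does not bear on it, since it was 0.283 without those mice and oligodendrocyte markers had 0.812. With the 3 regional scores as covariates 5 probe sets were called at 7 d, but 28 of 100 random sets of 3 lists gave as few, so whether regional tissue accounts for the 7 d calls stays open. The median absolute change of the 604 probe sets went from 0.52 (SE 0.11) to 0.38 (SE 0.12), inside the 0.25 to 0.51 of the random sets, and of 29 calls the naming rule took at 7 d outside these lists 15 moved by over 1.5 times and 1 was kept, and an effect of CIE on these genes stays open and untested.

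The 0 h count depended on the array of Ctrl mouse 2. Without that array 354 probe sets were called, inside the range of 261 to 1508 given by leaving out each of the other 11 mice. That range is too wide to exclude anything, so separate processing of the array and a difference of the mouse itself cannot be told apart. All 3 of the glucocorticoid, MHC class I and interferon lists stayed called at 0 h without it, with median shifts of 0.31, 0.59 and 0.46 beside 0.36, 0.62 and 0.51, which argues against this array as the whole source of those differences. With an estimated correlation the MHC class I and interferon lists were not called even with all arrays (adjusted p = 0.203 and 0.342), and a CIE effect on these lists stays open and was not separated from other differences between the groups.

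Most probe sets called at both 0 h and 7 d fell, and their mean followed Malat1 within groups, but with 2 residual directions projected out and without Ctrl mouse 2 the overlap was 9.49 times that of independent lists (83 beside 8.75), down from 16.1 (48 beside 2.98) in that fit before, which argues against 1 axis of variation among arrays as the whole cause. In that fit 39 fell (3.44 for independent lists) and 44 rose, 30 of the 83 shared falling probe sets were still called beside 27 before the projection, and their median change at 0 h went from −0.74 (SE 0.17) to −0.39 (SE 0.10), so an axis may account for part of it. The share without a gene symbol among the shared falling probe sets was 1.48 times that among all, between the bounds set for and against unspliced or antisense RNA. Their median change was −0.82, −0.43, −0.39 and −0.83 at 0 h, 8 h, 72 h and 7 d and 82 of 83 were lower at 72 h (exact permutation p = 0.00433 for their mean, 0.0312 within sets), which argues against an effect absent at 72 h, but the value missed the bound set for a lasting effect. Choosing the probe sets by their differences at 0 h and 7 d enlarges these by itself, so a partial return at 7 d and a lasting effect cannot be told apart.

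Labels were reassigned in 100 splits per result, the real one included. As many probe sets were called in 2 splits at 0 h (865, highest other 1338), 1 at 8 h (967, highest other 39), 1 at 72 h (3, highest other 0) and 3 at 7 d (604, highest other 1258). The same held in 1 split for the F test (3453, highest other 9), 2 for differences between times (69, highest other 683), 1 for the F test over Ctrl mice (1806, highest other 501), 1 for Ctrl mice at 8 h and 0 h (505, highest other 13) and 2 for the overlap (104, highest other 143). For free exchange of the mice, chance can be excluded for these counts at 1 in 20. With labels exchanged within sets only and the sets as a block, as many were called in 1 of 32 splits at 8 h (666, highest other 523), 1 of 32 at 72 h (2, highest other 0), 1 of 32 for the overlap (9, highest other 2), 1 of 100 for the F test (2045, highest other 324) and 1 of 100 for the F test over Ctrl mice (724, highest other 108), which excludes chance at 1 in 20. For 7 d (250, highest other 339), with 2 of 32, and for differences between times (30, highest other 1022), with 11 of 100, chance cannot be excluded within sets. At 0 h (182, highest other 9) and for Ctrl mice at 8 h and 0 h (19, highest other 5) the 16 splits are too few for a share under 1 in 20. The splits of 683 and 1022 are several times the real count, and those of 1338 and 1258 lie above it, which points to structure among the mice. The split of 1338 joined Ctrl mice 2, 12, 20, 56 and 64 with CIE mouse 11, and that of 1258 joined Ctrl mice 18, 22, 54 and 70 with CIE mice 37 and 59. As many lists were called in 14 splits at 0 h (14, highest other 19), 10 at 8 h (15, highest other 17), 37 at 72 h (10, highest other 17) and 33 at 7 d (12, highest other 19), so chance cannot be excluded for the number of lists. Nor can it within sets, where 4 of 32 splits gave as many at 8 h (15, highest other 18), 14 of 32 at 72 h (10, highest other 14) and 12 of 32 at 7 d (12, highest other 19). At 0 h the 16 splits were too few for a share under 1 in 20 (14, highest other 12).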

How the results depend on the processing

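The sets as a block, the fit without Ctrl mice 18 and 22 at 7 d, the regional covariates and, except for the 0 h count and the genes named at 0 h, the fit without Ctrl mouse 2 at 0 h were chosen after seeing the data. Mouse numbers are not shared between groups, so mice could be matched only through the sets found from the values, which are the only block. Of 146 gene calls 33 were kept in every alternative run, 113 were lost in at least 1 and 0 reversed. The block ended 64 of them, the fit of only the 12 arrays of a time 108, array weights 35, and leaving out mice 18 and 22 all 31 calls of 7 d, whose changes all kept their direction at 0.40 to 1.01 of their size (median 0.811), with a median SE of 0.21 beside 0.19. With only the 12 arrays of a time, which are fewer, the limma counts at 0 h, 8 h, 72 h and 7 d were 42, 499, 0 (6424 at an unadjusted p below 0.05) and 1. With array weights they were 260 at 0 h, 3140 at 8 h and 91 at 72 h, with 337 for differences between times, 1120 for the F test over Ctrl mice and an overlap of 46. With 2 residual components they were 3602, 3251, 1007 and 3608, the F test 8758, differences between times 2032, Ctrl mice 6243 and the overlap 1468. With 5 they were 5742, 5257, 2175 and 6238, then 13639, 6233, 10223 and 2514. At FDR 0.05, by construction, they were 2629, 2303, 50 and 2606, then 6734, 470, 4475 and 664. The block gave 182 at 0 h, 250 at 7 d, 2045 for the F test, 30 for differences between times, 724 for Ctrl mice and an overlap of 9. Each set holds 1 mouse of each group at 8 h, 72 h and 7 d, so differences there were unchanged. Of 358 calls that ended at 7 d in the block fit 340 had a wider error, and 160 kept a p that the fit without the block would have called. The filter on dim probe sets gave an overlap of 66, with 38.6% of 0 h calls falling beside 52.3%. Regional covariates gave 5 at 72 h and 5 at 7 d, and were not applied to the 3 lists that form them. Without mice 18 and 22 the 7 d count was 11, Ctrl mice 951 and the overlap 1. Leaving out each mouse gave 261 to 1508 at 0 h, 586 to 1392 at 8 h, 0 to 10 at 72 h and 89 to 1482 at 7 d. Without Ctrl mouse 2 of 0 h the F test gave 3189, differences between times 78, Ctrl mice 1349, the overlap 48 and lists 51. Of 51 list calls, an estimated correlation kept 4 and fry 24, and fry called 8 others, 32 in all. The block and the fit without Ctrl mouse 2 each ended 1 (oligodendrocytes at 0 h), and the fit without mice 18 and 22 ended 7 (complement at 0 h, 0.0596, and the 6 given above for 7 d). Regional covariates ended 9 (complement and the study's chromatin genes at 0 h, chromatin regulators at 8 h, endothelial cells, interneurons and oxidative phosphorylation at 72 h, cytokines, immature neurons and oligodendrocytes at 7 d, adjusted p = 0.0504 to 0.453), and 2 residual components 6 (complement at 0 h, astrocytes, endoplasmic reticulum, endothelial cells and oxidative phosphorylation at 72 h, presynaptic genes at 7 d, 0.0577 to 0.0829). The dim filter ended 6 (complement at 0 h, chromatin regulators and reactive astrocytes at 8 h, astrocytes and endoplasmic reticulum at 72 h, presynaptic genes at 7 d, 0.0564 to 0.313), the mean of all probe sets of a gene 5 (clock genes at 0 h, oligodendrocytes at 8 h, endoplasmic reticulum, endothelial cells and oxidative phosphorylation at 72 h, 0.0773 to 0.532) and median centring 2 (complement at 0 h and oligodendrocytes at 8 h, 0.0509 and 0.0559). The shift of the list oligodendrocytes and myelin at 7 d went from −0.15 to 0.0726 with regional covariates and 0.14 without mice 18 and 22, neither called (adjusted p = 0.453 and 0.108). Except where the construction is given, the cause was not tested. The RNA integrity check was not run.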

Other observations

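The comparison of probe sets of the same gene was made after the calls were seen. Many falling calls came from probe sets that were not the brightest of their gene. At 0 h, 240 of the 308 falling probe sets with 1 symbol were of this kind, with a median log2 change of −0.73, while the brightest probe sets of the same genes had a median of −0.02 and 6 were also called. At 7 d these were 191 of 221, with medians of −0.78 and −0.01 and 1 also called. Rising calls differed less, with medians of 0.38 and 0.17 at 0 h (133 probe sets) and 0.39 and 0.18 at 7 d (101 probe sets). At 8 h, 99 falling ones had medians of −0.38 and −0.08, and 328 rising ones 0.43 and 0.08.

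The 4 globin probe sets were called lower at 0 h and 8 h but not called later. Their log2 differences were −0.35 to −0.57 at 72 h and 0.32 to 0.61 at 7 d.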
